A study of Mus musculus with 53 samples. Its data were reported in "Transcriptional profiling and biomarker identification reveal tissue specific effects of expanded ataxin-3 in a spinocerebellar ataxia type 3 mouse model" (2018).

How the data were processed

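Gene expression was measured by RNA sequencing in brainstem, cerebellum, cortex and striatum of MJD84.2 mice and wild-type mice. MJD84.2 mice model spinocerebellar ataxia type 3 (SCA3) and carry the human ATXN3 gene with an expanded CAG repeat next to their own mouse Atxn3 gene. There were 53 libraries from 14 mice (8 wild-type and 6 SCA3) aged 74 to 77 weeks, with 1 library per mouse and region. Region, genotype, mouse number, RNA integrity number (RIN), age and bodyweight were taken from the sample labels. A library is named here by its region, genotype and mouse number.

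The values deposited by the authors were raw read counts per gene, as whole numbers, with 1 column per library. According to their methods, the authors prepared poly-A selected libraries without strand information, trimmed the paired reads, aligned them to the mouse genome GRCm38 with STAR keeping uniquely aligned reads, and counted reads per RefSeq gene with HTSeq without using strand. Reads from overlapping genes on opposite strands were therefore not separated by strand, and reads shared by near-identical genes were lost, so values of such genes are uncertain. The authors kept genes averaging above 4 CPM (counts scaled to a common library total). The table held 12372 genes, the lowest mean being 4.07 CPM, and no row without a gene. Library totals ranged from 31.7 to 76.7 M counts (M for mega).

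Differential expression was tested with edgeR 4.0.16 in R 4.3.3 after TMM normalisation. As in the study's methods, all 53 libraries entered a single negative binomial fit with 8 groups of region and genotype and a dispersion per gene, and SCA3 was compared with wild-type in each region with a likelihood ratio test. The combined test covered the genotype effect and its 3 interactions with region together, and the test of region dependence covered those 3 interactions. P-values were adjusted by the Benjamini-Hochberg method over all genes, and genes with a false discovery rate (FDR) below 0.05 were called differentially expressed. Fold changes are log2 of SCA3 over wild-type, with standard errors (SE). CPM values per library used the TMM-adjusted totals, with a prior count of 2 where logs were taken. Bodyweight, RIN and library totals were compared by exact two-sided permutation tests of the difference in means.

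A group of 5 lists tied to processes the study named were tested in each region with limma 3.58.1 camera (preset inter-gene correlation 0.01): CREB target genes, adrenergic receptors, glutamate receptors, cholesterol biosynthesis and the myelination genes named by the study. The last was chosen by the study on these samples. Fry and camera with an estimated correlation were run beside it. A further 12 lists were tested with camera at the preset correlation and with fry. They were markers of mature oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelium, neurons in general, striatal projection neurons, cortical glutamatergic neurons, thalamus and choroid plexus, together with ribosomal protein genes and Y-linked genes. All except the myelination list were written from general knowledge.

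Genes named with full values were chosen by a rule: Atxn3; the 8 genes the study named as altered in all 4 regions or measured by qPCR; in each region the 3 higher and 3 lower genes with the smallest FDR among those called; and the 5 genes with the smallest FDR for region dependence. This gave 16 genes. List members could be named as such. Positions come from RefSeq and GENCODE annotation of GRCm38, and 12342 genes (99.76%) could be placed by current or older symbol. Overlaps between genes were measured over whole gene spans, introns included.

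The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. These alternatives were edgeR's quasi-likelihood F test, DESeq2 1.42.0, limma-voom with and without the mouse as a random block, RLE size factors, a minimum of 10 counts in every library (12337 genes), RIN, age or the series of the mouse number (its leading digits) as covariates, 1 surrogate variable from sva 3.50.0, libraries with a RIN of at least 7 (49 libraries), an offset for GC content (loess span 0.3, 99.6% of genes with a value), the libraries of a region alone, the mouse as a fixed block, and leaving out each mouse in turn. Fits of a region with RIN or a marker score as a covariate, and fits of the mice of the largest number series alone, were chosen after seeing the data.

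The same mouse gave several libraries, so mice pair the libraries across regions. Deviations from the group means correlated within a mouse with a mean r between 0.09 and 0.186 over the 6 pairs of regions (12 or 13 mice each), and the correlation estimated for the blocked fit was 0.14. Genotype does not vary within a mouse, so the block bears on tests that join regions and leaves each regional comparison unpaired. Genotype labels were also reassigned among whole mice: 100 of the 462 possible splits were drawn, with the real one among them and with 3 mice kept in place because they lacked a library in some region. These 3 were wild-type mice 7267058 and 7267059 and SCA3 mouse 9083513. No pair of libraries within a group was identical (153 pairs).

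The tests were run on simulated counts drawn from the means and library sizes of the 12372 genes. With 200 genes changed in every region, the likelihood ratio test called 192 of them in striatum (96%) and 13 others. With no gene changed it called 0. The test of region dependence called 186 of 200 genes changed in striatum alone. The planted changes were larger than the median real call of any region, so power for smaller changes was not tested. A test that set a covariate against shuffled covariates was also simulated: a planted score reduced 1498 calls to 12, but 15 of 19 shuffles within genotype gave as few, so this comparison could not tell a real cause from a shuffled one. The covariate tests are read instead by how many calls remained with the covariate, a reading adopted after the simulation and after the real counts had been seen.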

Results

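RNA sequencing counts were examined for 4 brain regions of SCA3 and wild-type mice. Brainstem was represented by 8 wild-type and 6 SCA3 mice, cerebellum and cortex by 7 and 6 each, and striatum by 8 and 5. A library held 55.9 ± 11.9 M counts on average (SD, n = 53), between 31.7 and 76.7 M. In brainstem the SCA3 libraries were deeper, with 64.8 ± 6.9 M counts (SD, n = 6) against 50.5 ± 16.6 M (n = 8), but this difference of 14.3 M did not pass an exact permutation test (two-sided p = 0.075, 0.23 after adjustment over the 4 regions). The differences in cerebellum (8.4 M), cortex (5.51 M) and striatum (3.55 M) were smaller, with exact p-values of 0.12, 0.44 and 0.59. The most abundant gene took between 0.7% and 4.03% of the counts of a library. Principal component analysis separated the regions: the first component held 52.9% of the variance, of which region accounted for a share (R²) of 0.965 and genotype for 0.001, and 53 of 53 libraries lay nearest to the mean of their own region.

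SCA3 mice weighed 31.0 ± 2.55 g (SD, n = 6) and wild-type mice 43.4 ± 5.61 g (n = 8). The difference of -12.3 g had an exact two-sided permutation p of 0.00033, the smallest that the 3003 arrangements can give. Taking medians moved it to -10.7 g (exact p = 0.0033). Mouse numbers fall into 3 series. Within the largest series the difference was -17.1 g (4 wild-type and 3 SCA3 mice, exact p = 0.029, the smallest possible), and within the second largest it was -9.53 g (3 and 2 mice), where an exact test cannot go below 0.1. The smallest series held 1 mouse of each genotype. In the largest series all 3 SCA3 mice were 74 weeks old and all 4 wild-type mice 75 weeks. Age and genotype cannot be told apart there.

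RNA integrity differed between genotypes in brainstem, where RIN was 7.78 ± 0.264 in SCA3 (SD, n = 6) and 7.24 ± 0.424 in wild-type libraries (n = 8). This difference of 0.546 had an exact permutation p of 0.011 and an adjusted p of 0.044 over the 4 regions. Without wild-type mouse 7267059, which had the lowest RIN (6.3), it was 0.412. Within series the brainstem difference was 0.242 in the largest series (exact p = 0.23) and 1.08 in the second largest (exact p = 0.1, the smallest that 5 mice can give, so no difference could pass there); both differences have the direction found over all mice. In cerebellum, cortex and striatum the RIN differences were -0.0595, 0.121 and -0.075, with exact permutation p-values of 0.74, 0.19 and 0.91. RIN varied most in striatum, from 5.7 to 9.0.

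To ask how strongly each region is affected, SCA3 was compared with wild-type within each region in the fit of all libraries. Of 12372 genes, 933 were differentially expressed in striatum (256 higher and 677 lower in SCA3), 238 in brainstem (96 higher, 142 lower), 19 in cortex (15 higher, 4 lower) and 8 in cerebellum (5 higher, 3 lower). At an unadjusted p below 0.05 the numbers were 2874, 1640, 503 and 205. The median absolute log2 fold change over all genes was 0.11 in striatum, 0.08 in brainstem, 0.06 in cortex and 0.04 in cerebellum. Fitting each region's libraries alone called 88 genes in striatum, 392 in brainstem, 35 in cortex and 21 in cerebellum, and so put brainstem above striatum. Brainstem was also above striatum with 1 surrogate variable (320 and 265 genes), with libraries of a RIN of at least 7 (202 and 139), without SCA3 mouse 7267056 (309 and 301), and in alternatives chosen after seeing the data, with RIN as a covariate in the libraries of each region (216 and 96) and with the mice of the largest number series alone (242 and 30, the lowest striatal count). With the thalamic marker score as a covariate in the brainstem libraries, also added later, 834 genes were called there. Of the 933 striatal genes, 79 were called in both fits. With the mouse as a random block, limma-voom called 9 genes in cortex and 5 in cerebellum. The share of lower genes in striatum was 72.6% with edgeR and 57.4% in this blocked fit (58% without the block). The numbers were also sensitive to single mice. In striatum they ran from 297 without SCA3 mouse 9083515 to 1833 without wild-type mouse 9082857.

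**Figure D1:**
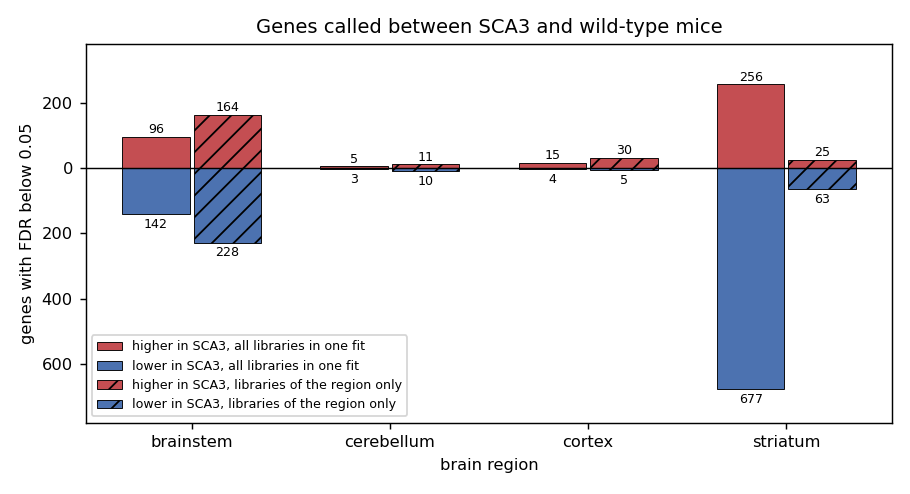
Number of genes with an FDR below 0.05 in each brain region (y axis), drawn upwards when higher in SCA3 and downwards when lower, for the fit of all libraries (plain bars) and the fit of that region's libraries alone (hatched bars). In striatum 256 higher and 677 lower genes become 25 and 63, whereas in brainstem 96 and 142 become 164 and 228.

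To find genes altered throughout the brain, the regional calls were intersected. Of 1104 genes called in at least 1 region, 1028 (93.1%) were called in a single region, and 6 were called in all 4 regions with the same direction: Zfp488, Chdh, Prob1 and Rnf43 were higher in SCA3, and Car2 and Il33 were lower. The number was lowest, at 3, with the GC offset together with the mouse block (Car2, Il33 and Zfp488) and with the mice of the largest number series alone, where 2 of the 3 were among the 6 (Prob1 and Zfp488). Zfp488 (GRCm38 chromosome 14, 33967070 to 33979034) had 18.2 ± 1.6 CPM in SCA3 brainstem (SD, n = 6, range 16.5 to 21.1) and 5.3 ± 1.1 CPM in wild-type brainstem (n = 8, range 3.6 to 7.38). Its log2 fold change was 1.79 (SE 0.17, FDR 1.7e-22) in brainstem, 1.25 (SE 0.18, FDR 6.7e-08) in cerebellum, 1.45 (SE 0.18, FDR 1e-12) in cortex and 1.29 (SE 0.17, FDR 3.3e-10) in striatum. Car2 (chromosome 3, 14886269 to 14900770) had 189 ± 28.5 CPM in SCA3 brainstem (SD, n = 6, range 159 to 224) and between 332 and 533 CPM in wild-type brainstem (n = 8), and its log2 fold changes were -1.26 in brainstem and striatum (SE 0.13 and 0.14), -0.64 in cerebellum (SE 0.13) and -0.72 in cortex (SE 0.13). Il33 (chromosome 19, 29925113 to 29960718) fell by 1.35 (SE 0.16) in brainstem, 0.98 (SE 0.16) in cerebellum, 0.87 (SE 0.16) in cortex and 1.2 (SE 0.17) in striatum on the log2 scale.

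The remaining genes of this group had log2 fold changes between 0.59 and 1.06. Chdh (chromosome 14, 30008901 to 30040468) rose by 1.04, 0.66, 0.87 and 0.85 in brainstem, cerebellum, cortex and striatum (SE 0.12 in each), Prob1 (chromosome 18, 35650347 to 35655221) by 1, 0.62, 0.59 and 0.68 (SE 0.1 to 0.11), and Rnf43 (chromosome 11, 87663087 to 87735539) by 1.06, 0.74, 0.88 and 0.65 (SE 0.15 to 0.16). Rnf43 was the least certain. Its FDR was 0.01 in cerebellum, where it ranged from 6e-05 to 0.18 over the alternatives fixed earlier and was 0.34 with the mice of the largest number series alone, and 0.0032 in striatum, where it was 0.17 in the striatal libraries alone, ranged from 3.2e-05 to 0.17 over the alternatives fixed earlier and reached 0.19 over those added later. In cerebellum its call was lost in limma-voom without the mouse block (FDR 0.12) and with it (FDR 0.14). Chdh overlaps Cacna1d, on the opposite strand, over 530 bases, and Prob1 lies within the annotated span of Spata24, so the counts of these genes are uncertain.

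**Figure D2:**
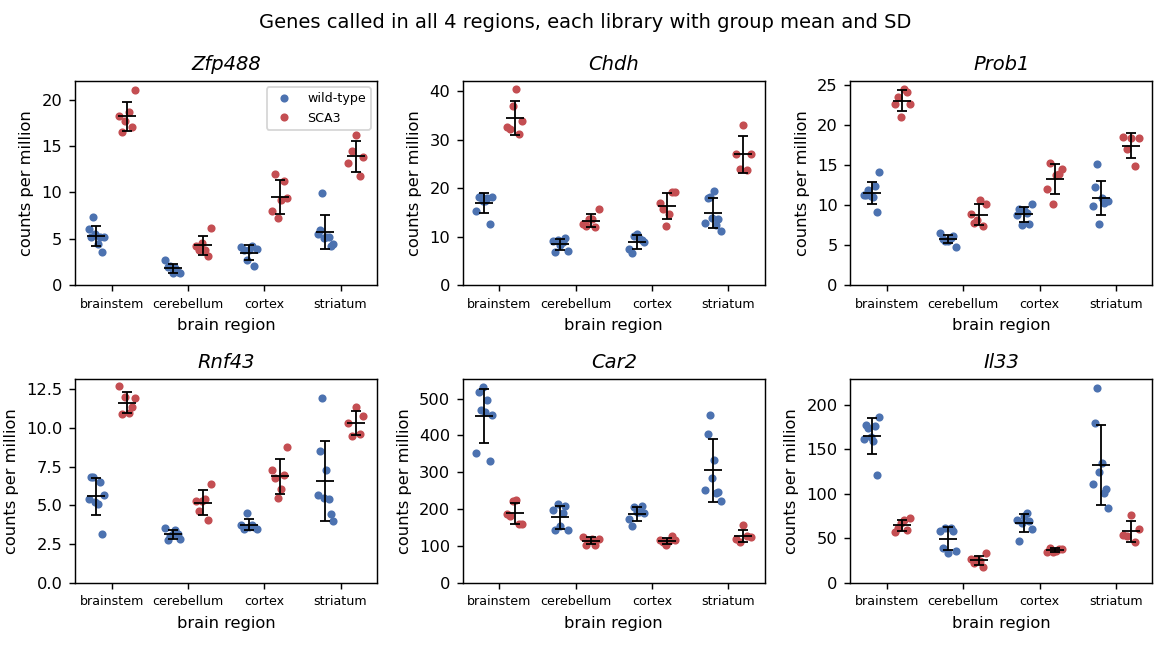
Counts per M (y axis) of the 6 genes called in all 4 regions, by brain region (x axis), with a point per library for wild-type (blue) and SCA3 (red) mice and bars for the group mean ± SD. In brainstem Zfp488 lies between 16.5 and 21.1 CPM in SCA3 and between 3.6 and 7.38 CPM in wild-type libraries, and Car2 between 159 and 224 CPM against 332 and 533 CPM.

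Tmc3 (chromosome 7, 83584904 to 83626852) was higher by 1.16 (SE 0.12) in brainstem, 1.16 (SE 0.13) in cortex and 1.47 (SE 0.13) in striatum on the log2 scale, with FDRs of 9.4e-18, 1.2e-14 and 3e-26, and was not called in cerebellum (0.42, SE 0.13, FDR 0.54). An antisense gene, Gm16638, overlaps 29805 bases of Tmc3, so its count cannot be assigned to a strand. Psat1 (chromosome 19, 15905123 to 15925059) was higher by 0.48 (FDR 0.00083) in brainstem, 0.46 (FDR 0.012) in cortex and 0.4 (FDR 0.0092) in striatum, and by 0.39 (FDR 0.23) in cerebellum; SE were 0.1 to 0.11. Its cortical call was lost in limma-voom without the mouse block (FDR 0.056) and with it (FDR 0.081, range over the alternatives fixed earlier 0.00034 to 0.081, up to 0.54 over those added later), and its striatal call in the striatal libraries alone (FDR 0.15, range over the alternatives fixed earlier 0.0073 to 0.15, up to 0.26 over those added later). In cerebellum the libraries of the region alone gave Psat1 an FDR of 0.022 (range over the alternatives fixed earlier 0.022 to 0.61, up to 1 over those added later). The mouse gene Atxn3 (chromosome 12, 101918901 to 101959121) had log2 fold changes of 0.01, 0.11 and 0.14 in brainstem, cerebellum and cortex (SE 0.06, FDR 0.98, 1 and 0.98) and of 0.33 (SE 0.06, FDR 0.00012) in striatum. The striatal call was lost with the thalamic marker score (0.3, FDR 0.057) or the projection neuron marker score (0.26, FDR 0.3) as a covariate in the striatal libraries and with the mice of the largest number series alone (0.31, FDR 0.25), while over the alternatives fixed earlier the FDR was 4.8e-05 to 0.029. In striatum Atxn3 had 58 ± 4.04 CPM in SCA3 (SD, n = 5) and 46.2 ± 4.24 CPM in wild-type libraries (n = 8).

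Other genes with the smallest FDR in a region were Fbxw15 (chromosome 9, 109552602 to 109568262; brainstem -1.8, SE 0.21, FDR 2.8e-14), Kcnk13 (chromosome 12, 99963149 to 100062682; cerebellum -0.73, SE 0.16, FDR 0.01), Entpd2 (chromosome 2, 25395874 to 25401323; cortex -0.6, SE 0.13, FDR 0.0042) and Gpr153 (chromosome 4, 152274106 to 152285342; striatum -1.15, SE 0.17, FDR 2e-08). Fbxw15 belongs to a family of similar genes, and Entpd2 overlaps 1973 bases of Npdc1, so these values are uncertain. In limma-voom, Kcnk13 in cerebellum and Entpd2 in cortex were no longer called, either without the mouse block (FDR 0.6 and 0.073) or with it (FDR 0.66 and 0.073; ranges over the alternatives fixed earlier 0.0051 to 0.67 and 0.0027 to 0.2, Entpd2 reaching 0.26 over those added later).

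Fold changes were compared between regions across genes, which are not independent replicates. Pearson's r lay between 0.182 (brainstem and striatum) and 0.413 (cortex and striatum), with a mean of 0.282 over the 6 pairs of regions. The regions share mice, and reassigned genotype labels gave a median of 0.145. The mean r moved most with 1 surrogate variable, to 0.353. Brainstem and striatum shared 71 called genes, 70 of them with the same direction. Of the 933 striatal genes, 516 (55.3%) had the same direction in brainstem and 798 (85.5%) in cortex.

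The combined test, which asks whether genotype has an effect in any region, called 585 genes. Of these, 498 were also called in at least 1 region, and 374 (63.9%) had the same direction in all 4 regions, compared with 2946 (23.8%) of all genes. Over the alternatives fixed earlier, apart from leaving out a mouse, the number of combined calls ran from 212 to 757. It was lowest in limma-voom with the GC offset and the mouse block together, and highest with the mouse number series as a covariate. Limma-voom gave 363 genes without the block and 260 with it. Leaving out a mouse gave from 278 to 1049 genes. The smallest combined FDRs among the named genes were those of Tmc3 (1.3e-61), Zfp488 (1e-56) and Car2 (3.6e-44).

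**Figure D3:**
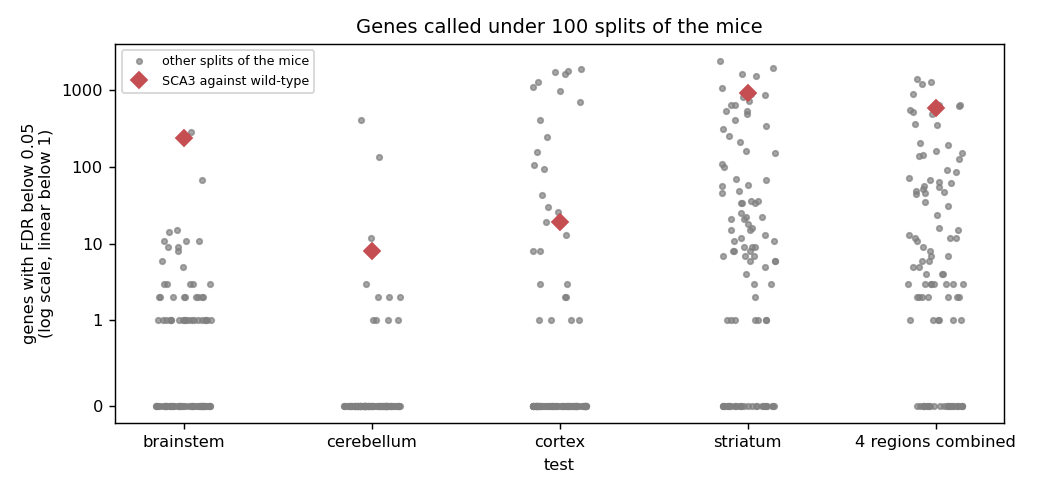
Number of genes with an FDR below 0.05 (y axis, log scale, linear below 1) in each regional test and the combined test, for the real genotypes (red diamonds) and for 99 other assignments of the genotype labels to whole mice (grey points). The highest of the other splits reached 288 genes in brainstem, 407 in cerebellum, 1885 in cortex, 2432 in striatum and 1402 in the combined test.

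Whether the genotype effect differs between regions was tested directly. The likelihood ratio test called 27 genes, whereas the quasi-likelihood F test called 1 (1177 genes had an unadjusted p below 0.05) and the limma-voom fit with the mouse block called 4. With the mouse as a fixed block edgeR called 36, of which 19 were among the 27. The smallest FDRs were those of Tmc3 (0.00099), Gpr153 (0.0013), Prkcd (0.0013), Myo9a (0.0095) and Igdcc4 (0.018). Prkcd (chromosome 14, 30595353 to 30626414) was called in striatum only among the regions, with a log2 fold change of -3.47 (SE 0.59, FDR 4.2e-06). It had 18.6 ± 2.83 CPM in SCA3 striatum (SD, n = 5) and 206 ± 280 CPM in wild-type striatum (n = 8, range 15.1 to 861), so its wild-type libraries varied more than the mean difference. Igdcc4 (chromosome 9, 65101023 to 65137947) was also called in striatum only (-0.57, SE 0.09, FDR 3.3e-07), as was Gpr153, and Myo9a (chromosome 9, 59750848 to 59928866) in brainstem only (-0.44, SE 0.07, FDR 1.3e-06). The span of Myo9a, introns included, overlaps that of the antisense gene Gm20275 over 102610 bases.

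Gene lists for processes named by the study were tested in each region. Of 20 tests, 7 passed an adjusted p of 0.05 with camera, all towards lower expression in SCA3. Cholesterol biosynthesis was lower in brainstem (median log2 fold change -0.22, 22 of 22 genes lower, camera adjusted p = 1.3e-06), cerebellum (-0.06, 20 of 22, 0.0015), cortex (-0.09, 18 of 22, 0.0015) and striatum (-0.14, 20 of 22, 0.0015). In cerebellum, CREB target genes (-0.22, 19 of 28 lower, 0.0072), glutamate receptors (-0.08, 19 of 25, 0.039) and the myelination genes (-0.12, 6 of 11, 0.045) also passed. Over 22 alternatives, 14 of which left out a mouse, cholesterol biosynthesis passed in 20, 20, 18 and 20 (brainstem, cerebellum, cortex and striatum), and in cerebellum CREB target genes passed in 18, glutamate receptors in 16 and the myelination genes in 7. None of the 7 held under fry or with an estimated inter-gene correlation (0 and 0 of 20 tests past the threshold, against 8 at an unadjusted camera p below 0.05). Over the 4 regions, 6 cholesterol biosynthesis calls were made over all genes and 16 when adjusted over the list alone. For the other lists these numbers were 0 and 0 (CREB target genes), 2 and 2 (adrenergic receptors), 3 and 4 (glutamate receptors) and 16 and 22 (myelination genes). The myelination list was chosen by the study on these samples, so its count adjusted over the list alone is not independent evidence. In brainstem 11 of its 11 genes were called over all genes, 5 higher and 6 lower.

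Of 48 tests of the other 12 lists, 13 passed camera's adjusted threshold. In striatum, thalamic markers were lower (median -1.49, 12 of 12 lower, adjusted p = 0.0038, 7 calls over all genes and 10 adjusted over the list alone) and striatal projection neuron markers were higher (0.48, 13 of 13 higher, 3.1e-05, 0 and 0 calls). Astrocyte markers were lower in brainstem (-0.32, 10 of 12 lower, 0.00017) and striatum (-0.32, 11 of 12, 0.00026), and mature oligodendrocyte markers in brainstem (-0.18, 17 of 20, 0.01) and striatum (-0.29, 17 of 20, 0.0058). Microglia markers were lower in brainstem (-0.15, 12 of 12, 0.039), endothelial markers in cerebellum (-0.2, 10 of 10, 3.6e-07), and ribosomal protein genes in all 4 regions (medians -0.06, -0.06, -0.08 and -0.12, adjusted p = 0.017, 0.039, 8.1e-06 and 1.6e-05 in brainstem, cerebellum, cortex and striatum). With the thalamic marker score as a covariate the adjusted p in brainstem was 0.0013 for astrocyte, 0.019 for mature oligodendrocyte and 0.18 for microglia markers. The same was not tested in striatum. There wild-type mice 7267058 and 7267059, highest in thalamic markers, also had the highest mean log2 CPM of mature oligodendrocyte (7.72 and 8.29) and astrocyte markers (7.87 and 8.11). Other wild-type mice had 6.86 to 7.67 and 7.3 to 7.64, SCA3 mice 6.9 to 7.5 and 7.16 to 7.52. Dissection and genotype cannot be told apart for these striatal markers. Choroid plexus markers were higher in cerebellum (1.05, 4 of 4, 3.1e-05), with only 4 of 12 listed genes tested. Their mean log2 CPM ran from 1.08 to 6.65 in wild-type and from 5.33 to 6.66 in SCA3 cerebellum. Whether some cerebellar dissections held more choroid plexus was not tested. Markers of oligodendrocyte precursors, neurons in general and cortical glutamatergic neurons and the Y-linked genes passed in no region, their smallest adjusted p being 0.091, 0.57, 0.38 and 0.077. Under fry the adjusted p of the 13 lists was 0.15 or more. Over the 4 regions, calls over all genes and adjusted over the list alone were 7 and 11 for mature oligodendrocytes, 2 and 4 for oligodendrocyte precursors, 10 and 13 for astrocytes, 1 and 1 for microglia and for ribosomal proteins, and 2 and 3 for neurons in general. They were 0 and 0 for the endothelial, cortical glutamatergic, choroid plexus and Y-linked lists.

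**Figure D4:**
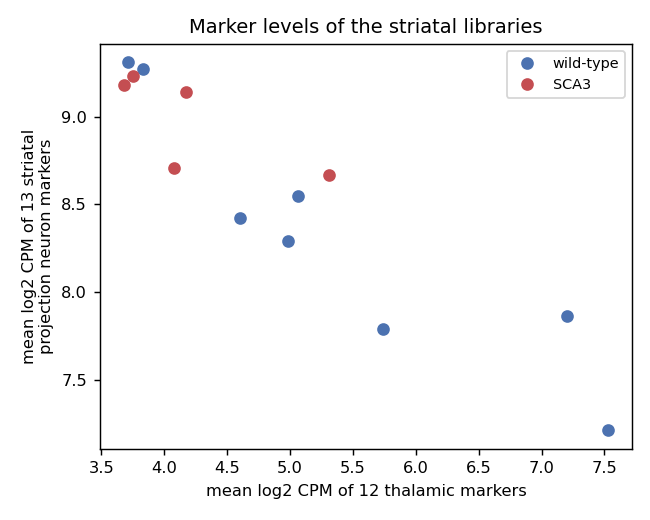
Mean log2 CPM of 12 thalamic markers (x axis) and of 13 striatal projection neuron markers (y axis) in each striatal library, 8 wild-type (blue) and 5 SCA3 (red). The wild-type libraries spread from 3.71 and 9.31 (mouse 9082857) to 7.53 and 7.21 (mouse 7267059), and the SCA3 libraries stay between 3.68 and 5.31 for the thalamic markers.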

Values the study reported

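The study reported 12,372 genes for testing in 53 brain samples. At an FDR below 0.05 it reported 585 genes for the brain regions combined. By region it gave 933 genes for striatum, 238 for brainstem, 19 for cortex and 8 for cerebellum. It listed 6 genes as altered in all 4 regions: Rnf43, Zfp488, Car2, Chdh, Prob1 and Il33.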

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

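The tests with a marker score as a covariate, their reading by the calls that remained and the counting of tied RIN values were chosen only after the result was seen.

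Single libraries stood far from the others of their group in 12 of 146 groups examined, where chance gives 7.3. The gap to the nearest library exceeded Dixon's critical share of the group's range in each. In wild-type brainstem, mouse 7267059 had a RIN of 6.3 against 7.1 or more in the others, mouse 9083373 had the lowest Il33 (121.0 CPM) and Rnf43 (3.16 CPM), and mouse 7267055 had the highest Prkcd (56.5 CPM). In the other wild-type groups, Igdcc4 reached 89.8 CPM in the cerebellum of mouse 9083371, Rnf43 reached 4.5 CPM in the cortex of mouse 9082857, Gpr153 was lowest at 18 CPM in the cortex of mouse 7267058, and Zfp488 reached 9.99 CPM in the striatum of mouse 7267059. Among SCA3 libraries, mouse 9082853 had the lowest Prkcd in cerebellum (66.9 CPM) and Tmc3 in cortex (5.12 CPM), and mouse 9083514 the lowest Entpd2 in cerebellum (4.83 CPM) and Tmc3 in striatum (13.3 CPM).

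Of the 11 such gene values, 2 came from a library with the lowest RIN in its group, ties included, where 2.51 would be expected at random (exact share of random draws with as many 0.766). For the lowest library total the number was 2 against 1.63 (exact share 0.501). Neither number exceeds chance, and with so few values RNA integrity, depth, tissue composition and chance cannot be told apart. The Il33, Rnf43 and Prkcd values in brainstem came from mice 9083373 and 7267055. Their brainstem libraries had the highest Tcf7l2, a thalamic marker, of the wild-type group (158 and 121 CPM, against 4.97 to 16.2 CPM). Prkcd, also a thalamic marker, was however lowest of that group in mouse 9083373 (16.7 CPM). The Zfp488 value came from the striatal library with the highest thalamic marker mean. Tissue composition was not tested for these values. For the values of Il33, Rnf43, Zfp488 and Tmc3, leaving out the mouse in question changed no call of the gene in that region; for those of Prkcd, Igdcc4, Gpr153 and Entpd2, in regions where these genes were not followed over the alternatives, this was not examined. Without mouse 9083373 the brainstem log2 fold changes of Il33 and Rnf43 were -1.41 and 0.97, without mouse 7267059 that of Zfp488 in striatum was 1.45, and without mouse 9082853 that of Tmc3 in cortex was 1.28. No biological explanation of single libraries was tested.

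The genotype effect differed between regions for Tmc3 (likelihood ratio test FDR 0.00099), Gpr153 (0.0013), Prkcd (0.0013), Myo9a (0.0095) and Igdcc4 (0.018). Under the quasi-likelihood F test the FDRs were 0.044, 0.055, 0.076, 0.076 and 0.11. Over the alternatives fitted to mice of all series the FDR of Tmc3 stayed between 6.1e-06 and 0.044, while that of Prkcd reached 0.31 with the GC offset and the mouse block together. In 14 of 100 splits of the mice, the real one included, 27 or more genes were called for region dependence, so chance differences between mice are not excluded for the group of 27. Every split kept wild-type mice 7267058 and 7267059 in place, so the splits do not measure chance alone. With the mouse as a fixed block, all 5 genes stayed below an FDR of 0.05. In limma-voom with the mouse as a random block, Tmc3 (0.0054) and Myo9a (0.011) stayed below it, while Gpr153 (0.057), Igdcc4 (0.069) and Prkcd (0.13) did not.

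For Gpr153, Prkcd and Igdcc4, which were called in striatum, a candidate explanation is tissue from outside the striatum in some dissections. Prkcd is on the list of thalamic markers; it was left out of the thalamic score together with Plcb4 and Slc17a6, because the study's own tables hold these 3 genes. The other 9 of the 12 make up the score. All 12 reached at least 1 CPM in every striatal library and none is on another list. Slc17a6 ran from 1.94 CPM in the striatum of SCA3 mouse 7267054 to 315 CPM in that of wild-type mouse 7267058, against 252 CPM or more in every brainstem library. With the thalamic score as a covariate in the striatal libraries, the log2 fold change of Prkcd went from -3.47 to -1.62 and its FDR to 0.068, and with the score of striatal projection neurons to -0.93 and 0.78 (FDR over the alternatives fixed earlier 2.9e-08 to 0.014). Igdcc4 was at -0.49 (FDR 0.03) with the thalamic score and -0.37 (FDR 0.12) with that of projection neurons (earlier alternatives 6.5e-08 to 0.0078). Gpr153 was called with both scores: the log2 fold change of Gpr153 in striatum was -0.92 (FDR 5.8e-05) and -0.79 (FDR 0.00011; earlier alternatives 3.2e-09 to 0.00054), which counts against such tissue as its whole cause. The genotype itself remains open for these genes, and untested apart from tissue composition. For Tmc3 and Myo9a, antisense transcripts counted with the gene were not tested.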

How the results depend on the processing

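RLE size factors, the minimum of 10 counts, RIN, age and mouse number series as covariates in the fit of all libraries, and DESeq2 kept every count of genes within 1.5 times its value. Between 3 and 6 genes were called in all 4 regions, not always the same ones: with the libraries of a region alone 5 of the 6 were among them, with Ppl (named after its values were seen) in place of Rnf43. The mean correlation between regions stayed between 0.274 and 0.353, apart from the fits that each left out a mouse.

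With the libraries of a region fitted alone, 392 genes were called in brainstem, 21 in cerebellum, 35 in cortex and 88 in striatum. For the striatum the estimate of dispersion accounts for the change, as described among the other observations. The quasi-likelihood F test reduced the genes with region dependence to 1. Limma-voom called 5 genes in cerebellum, 11 in cortex, 363 combined and 3 for region dependence. With the mouse as a replicate block these were 5, 9, 260 and 4, and with the GC offset and the block together 4, 9, 212 and 5, with 3 genes in all 4 regions. The GC offset in edgeR gave 9 genes for region dependence. Limma-voom no longer called Rnf43 and Kcnk13 in cerebellum or Psat1 and Entpd2 in cortex, with the replicate block or without it, so the block is not what removed these calls, and it changed no other call of a named gene; the GC offset added to it removed Chdh and Prob1 in cerebellum. With 1 surrogate variable 265 genes were called in striatum. With libraries of a RIN of at least 7, 139 genes were called in striatum, 324 combined and 5 for region dependence. With RIN as a covariate 1010 striatal genes were called, among them 914 of the 933. This argues against RIN itself for these 914 genes. The minimum RIN also removes libraries, and the effect of fewer libraries was not tested for it. Where no cause is given, the cause was not tested.

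Alternatives chosen after seeing the data gave 28 genes in cerebellum and 96 in striatum with RIN as a covariate in the libraries of the region, 834 in brainstem with the thalamic score, and 86, 106 and 33 genes in striatum with the score of thalamic, cortical glutamatergic and striatal projection neuron markers. In striatum the thalamic score also changed the share of lower genes from 71.6% to 44.2%. The mice of the largest number series alone (4 wild-type and 3 SCA3 mice, of which 2 SCA3 mice in striatum) gave 12 genes in cortex, 30 in striatum, 263 combined and 3 in all 4 regions (Zfp488 and Prob1 of the 6, with Abcb8 added, named after its values were seen). Fewer mice were fitted there, the genotypes also differed in age (74 weeks in SCA3 and 75 in wild-type mice), and the cause was not tested further.

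The gene list tests past the threshold fell from 7 to 0 with an estimated inter-gene correlation and to 0 under fry, where the first uses the correlation between the genes of a list in place of the preset 0.01, and fry also tests another hypothesis (of the list by itself, not against the other genes), so for fry the cause was not tested. The other settings gave 6 or 7. Leaving out each mouse in turn gave from 4 (without SCA3 mouse 7267054, and without 7267056) to 7.

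Across the fits that each left out a mouse, the number of genes ran from 120 (without SCA3 mouse 9083514) to 309 in brainstem, with 154 without SCA3 mouse 9083515. It ran from 5 (without wild-type mouse 9082857) to 12 in cerebellum, from 11 (without 9083514) to 28 in cortex, with 12 without SCA3 mouse 7267056, and from 297 to 1833 in striatum. For the combined test it ran from 278 (without 9083515) to 1049 (without 9082857), with 334 without 7267054 and 349 without 7267056. For region dependence it ran from 3 (without 9083515) to 263 (without 9082857), with 117 without wild-type mouse 9083371 and 68 without SCA3 mouse 9082853; it was 4 without 9083372, 5 without 7267054 or 7267058, 6 without 7267056 or 7267059, 12 without 9083373, 15 without 7267055 and 17 without 9083513. The genes called in all 4 regions ran from 5 to 6 and the mean correlation from 0.215 to 0.317. In striatum the number fell without SCA3 mice 9083515 (297), 7267056 (301) and 7267054 (400) and without wild-type mice 7267059 (477), 9083373 (549) and 7267058 (558), and rose without wild-type mice 9083371 (1649) and 9082857 (1833).

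The bodyweight difference (-13.2 to -10.8 g) and the brainstem RIN difference (0.412 to 0.623) kept their direction and an exact permutation p below 0.05 without any single mouse. The striatal RIN difference changed sign, from -0.3 to 0.35, the highest being without SCA3 mouse 7267054, and was 0.143 without wild-type mouse 9083371; it passed the threshold in none of these fits. Atxn3 in brainstem changed sign between -0.02 and 0.05 on the log2 scale, with an FDR of 0.93 or more throughout.

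For the 16 named genes, 48 pairs of gene and region were followed. Of 672 values under the alternatives fixed earlier, 652 kept their direction and side of the threshold, 19 lost the call and 1 gained it. Of 154 values under the added alternatives, 122 were kept, 31 lost the call and 1 gained it. Of 637 values with a mouse left out, 615 were kept, 16 lost the call and 6 changed sign, these 6 being Atxn3 in brainstem. The calls were lost for Rnf43 in cerebellum without 7267054 (FDR 0.063), 9082857 (0.053) or 9083515 (0.16), for Kcnk13 in cerebellum without 7267056 (0.064), 9082857 (0.14) or 9083514 (0.14), and for Psat1 in cortex without 7267054 (0.11), 7267056 (0.06), 9083514 (0.054) or 9083515 (0.082). Entpd2 lost its call in brainstem without 7267054 (0.1), 7267056 (0.051), 7267058 (0.052) or 9082853 (0.064), and in striatum without 7267056 (0.051) or 9083514 (0.054). Genes below the authors' mean of 4 CPM are not analysed here, which limits the results to genes of that level.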

Other observations

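Tests of the dispersion estimate, of marker scores as covariates, of the brainstem dissections, of the position of the 6 shared genes and of Atxn3 were chosen only after the result was seen, as was the reading of all covariate tests by the number of calls that remained.

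Genotype labels were reassigned among whole mice, and 100 splits including the real one were compared. As many genes as observed were called in 2 of the 100 splits in brainstem and 4 in cerebellum, but in 18 in cortex, 6 in striatum and 8 in the combined test. For region dependence 14 splits gave as many genes, and for the gene lists 13 gave as many past the threshold. The mean correlation between regions was as high in 4 splits. By contrast, 6 genes called in all 4 regions were found in the real split only (1 of 100), the highest of the others being 1 gene. With the libraries of each region fitted alone, 2, 4, 10 and 5 splits gave as many calls in brainstem, cerebellum, cortex and striatum. These numbers of splits are too close to rank striatum against brainstem or cerebellum. None of the other 5 splits that matched striatum separated the mouse number series: each placed 2 of the 5 mice of the second largest series in the SCA3 group, as did the real split. These 5 splits kept 4 or 5 of the 6 SCA3 mice in the SCA3 group, so they are not far from the real one. Every split also kept wild-type mice 7267058 and 7267059 in the wild-type group. Their striatal libraries had the highest mean log2 CPM of thalamic markers (7.2 and 7.53, against 5.74 or less in the others). The split counts for striatum, the combined test and region dependence keep this difference, so they do not measure chance alone.

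The number of striatal calls depended on the dispersion shared over the 4 regions. The striatal libraries alone called 88 genes with their own dispersions and 938 with the dispersions estimated from all libraries, against 933 in the fit of all libraries, so the other libraries matter through the dispersion. In simulated counts the striatal libraries alone recovered 193 of 200 changed genes. Those changes exceeded the median real striatal call (absolute log2 fold change 0.435) and were drawn with the shared dispersions. The simulation therefore cannot show whether fewer libraries lower the count. The common dispersion was 0.0394 in striatum and 0.0373 in cortex, compared with 0.024 in brainstem, 0.0204 in cerebellum and 0.0304 over all. Of the 933 genes, 95.8% had a higher dispersion in the striatal libraries alone. In brainstem the same exchange gave 249 genes against 392, and in cortex 19 against 35. Of the 19 cortical calls 47.4% had a higher dispersion in the cortical libraries alone, so a raised common dispersion did not by itself lower the count. The striatal values go with a striatal excess that rests largely on a spread between striatal libraries that the shared estimate understates. This reading bears on the count, and leaves open whether single striatal genes changed.

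The composition of the striatal dissections may add to this spread. Thalamic markers were lower in SCA3 striatum and striatal projection neuron markers higher. Tcf7l2, a thalamic marker, lay at 105 CPM in wild-type mouse 7267058, higher still in 7267059 and at 33 CPM in 9083373, and at 33.2 CPM in SCA3 mouse 9082853, against 6.11 to 9.28 CPM in the other striatal libraries, and Prkcd reached 861 CPM in wild-type mouse 7267059. Adora2a, a projection neuron marker, ran the other way, with 84.4 CPM in mouse 7267059 and 359 and 371 CPM in wild-type mice 9082857 and 9083371. These last mice are the ones whose removal raised the striatal calls to 1833 and 1649. All 13 tested projection neuron markers reached 1 CPM in every striatal library, as did 12 of 12 thalamic and 6 of 8 cortical markers. With the thalamic score as a covariate, 86 genes were called in the striatal libraries against 88 without, of which 53 were the same genes. With the cortical score 106 were called (85 the same), and with RIN 96 (79 the same). Thalamic tissue, cortical tissue or RNA integrity as the whole source of the striatal calls is therefore argued against, although 53 of 88 genes in common leaves room for a part of it. With the projection neuron score 33 genes remained (22 the same), and with library depth 47 (47 the same). Depth in striatum did not clearly differ between the genotypes (3.55 M counts, exact p = 0.59), and the 47 genes called with it argue against depth for these genes. Why the others lost their call was not tested. A lower share of projection neurons in some wild-type dissections and the genotype cannot be told apart here, since the projection neuron score differed between the genotypes (8.34 ± 0.724 in wild-type and 8.99 ± 0.272 in SCA3, SD, n = 8 and 5) and a change in these neurons is itself a possible effect of the genotype.

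The covariates were first meant to be judged against the same covariate shuffled among libraries within genotype. By that comparison none stood out: of 99 shuffles, as few genes were called in 71 for the thalamic score, 87 for the cortical score, 43 for the projection neuron score, 73 for RIN and 11 for depth in striatum, and in 73 for RIN, 40 for depth and 99 for the thalamic score in brainstem. In simulated counts this comparison missed a planted cause, so it speaks neither for nor against any of them, and the numbers of remaining calls are used in its place.

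In brainstem the genotypes also differed in RIN and, less clearly, in depth. Of 392 genes called in the brainstem libraries alone, 216 were called with RIN as a covariate (133 the same genes) and 172 with depth (155 the same). The genes that stayed called argue against RIN, or depth, as the whole source of the brainstem calls. For the genes that lost their call, these measures and the genotype cannot be told apart, because both measures were higher in the SCA3 libraries. In the fit of all libraries, RIN as a covariate left 177 genes in brainstem against 238, of which 162 were the same genes.

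The brainstem dissections also differed in composition. Tcf7l2 lay at 92.3, 141 and 162 CPM in SCA3 mice 7267056, 9083514 and 9083515 and at 121 and 158 CPM in wild-type mice 7267055 and 9083373, against 4.97 to 16.2 CPM in the other 9 brainstem libraries. These 5 libraries had the lowest mature oligodendrocyte scores, 7.47 to 7.65 against 7.84 to 8.29. Tissue next to the brainstem, such as thalamus, is a candidate source of the brainstem calls and of the lower glial markers. With the thalamic score as a covariate, 834 genes were called in the brainstem libraries, among them 392 of the 392 called without it, which argues against such tissue as the source of these calls. Astrocyte markers still passed camera's adjusted threshold towards lower expression (median log2 fold change -0.28, 10 of 12 lower, adjusted p = 0.0013), as did mature oligodendrocyte markers, though less evenly (-0.11, 12 of 20, 0.019), so it is argued against as the whole source for both. Microglia markers no longer passed (-0.12, 11 of 12, 0.18), and for them thalamic tissue and the genotype cannot be told apart, the change in the median being small.

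DNA flanking a transgene can differ between carriers and other mice and could place called genes close together. Of the 585 genes of the combined test, 584 could be placed, and the fullest stretch of 20 Mb held 21 of them, against a median of 18 in 10000 random sets of tested genes (share of sets with as many 0.137). Of the 6 genes called in all 4 regions, 2 lay within 20 Mb of each other (share 0.242). These are Zfp488 and Chdh on chromosome 14. With 21 of 584 genes in the fullest stretch, and 2 of the 6, such DNA is argued against as the source of most of these calls, while neighbouring genes such as these 2 are not excluded.

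Lower bodyweight accompanied the genotype. Among the 8 wild-type mice, 45.9% of the 585 genes moved with bodyweight in the direction of the genotype difference, compared with a median of 49.9% over the 40320 orders of bodyweight among these mice (share with as many genes 0.759). Nothing in this test points to bodyweight, but every SCA3 mouse was lighter than every wild-type mouse, so bodyweight and genotype cannot be told apart with these mice.

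Reads of the human transgene could align to the mouse gene Atxn3 and raise its count in SCA3 mice. The log2 fold change was 0.01 in brainstem, its smallest regional value, and 0.33 in striatum, with a combined FDR of 7.8e-05, and region dependence was not called (FDR 0.21). The composition of the dissections is a further candidate in striatum, since the call was lost with the thalamic score (0.3, FDR 0.057) and the projection neuron score (0.26, FDR 0.3) as covariates; it was also lost with the mice of the largest number series alone (0.31, FDR 0.25; alternatives fixed earlier 4.8e-05 to 0.029). Human reads, composition and a change of the mouse gene cannot be told apart, since counts per gene do not separate the species and the projection neuron score differed between the genotypes.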
